A study of Nicotiana benthamiana with 36 samples. Its data were reported in "The TUTase URT1 connects decapping activators and prevents the accumulation of excessively deadenylated mRNAs to avoid siRNA biogenesis" (2021).

How the data were processed

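3′RACE-seq was used by the authors to read the ends of chosen mRNAs from *Nicotiana benthamiana* leaf patches that expressed a GFP reporter with or without versions of the terminal uridylyltransferase URT1. The labels name leaves as the source, while their extraction protocol mentions flowers, and leaves were taken as the source here. An adapter that carries a random tag of 15 bases was ligated to RNA 3′ ends, cDNA was made from it, and the 3′ region of each target mRNA was amplified in a pair of nested PCRs and sequenced on a MiSeq. According to the methods, the authors processed the reads with their own scripts, written in Python with the Biopython and regex packages. Reads with low base quality in the random tag or next to it were removed, reads with the same random tag were collapsed to 1, and the target mRNA was recognised by a short match in read 1. The 3′ end was then mapped after stepwise removal of untemplated nucleotides, and long tails were found by a separate rule, as an uninterrupted A stretch that begins early in the read.

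The deposited values give, for each sequence, the length of the A tail in nt, the length and sequence of what follows it, the sequence of the whole tail, the random tag and the class that the authors assigned to the tail. No normalisation was applied to them. A uridylated tail is one that the authors classed as an A tail followed by U. A non-uridylated tail is a homopolymer of A, and an A-rich tail is one that holds other nucleotides among its A. All lengths include the nucleotides after the A tail. Tails longer than 90 nt were counted as a single class, because the read ends there.

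The values of 36 samples were used, with 5860979 sequences. All of them belonged to a sample, the tail length differed from the sum of its parts in 0 sequences, and 0 random tags occurred more than once for the same mRNA in a library. The number of sequences per library ran from 43314 to 89177 for GFP and from 46539 to 106613 for NbPR2 in dataset 1. It ran from 58488 to 131498 for GFP and from 27162 to 63337 for NbPR2 in dataset 2, and from 81155 to 323740 for GFP in dataset 3. The widest 95% Wilson interval of a uridylation level reached 0.303 percentage points to either side for GFP and 0.251 for NbPR2. These intervals cover counting error only. Libraries of the same construct were compared within datasets 1 and 2 and within dataset 3, in 108 pairs, by their tail classes and lengths, and the lowest chi-square per degree of freedom was 7.66 (24 degrees of freedom), so no library of these pairs was a copy of the other.

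Each measure was computed per library and mRNA, and the library was the unit of every test. The uridylation level is the percentage of all sequences that are uridylated. The uridylated oligo(A) share covers uridylated tails of 10 to 25 nt, the 16 to 20 nt share covers non-uridylated tails of that length, and the A-rich share covers A-rich tails of up to 90 nt. Each of these 3 shares is a percentage of all tails of 1 to 90 nt. The share of tails over 90 nt was taken within uridylated and within non-uridylated tails. The mean length was taken over non-uridylated tails of 1 to 90 nt. The 1 U share is the percentage of uridylated sequences that end in 1 U. The study's profiles used only 3′ ends within 50 nt of the main polyadenylation site. No column used here gives the position of the 3′ end, so all positions were counted, and the alternatives with and without this filter were not run.

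Constructs were taken from the labels. In datasets 1 and 2, ctrl, URT1 and URT1D491/3A were compared over 6 pairs of libraries with the same replicate number, by an exact two-sided Wilcoxon signed-rank test, which leaves out differences of 0. Of the 64 sign arrangements of 6 pairs, the smallest p that this exact test can give is 0.03125. The p-values were adjusted by the Benjamini-Hochberg method over the 3 comparisons of each measure. Pairing follows the study's methods, and it was checked in the values: after the construct means were removed, libraries of the same replicate number correlated at a mean Pearson r of 0.482 over 14 measures, and those of different numbers at -0.0958. Of the 18 same-numbered pairs, 16 had an r over 0.1, and the lowest was -0.0931. To compare GFP with NbPR2, the log2 ratio of a construct to ctrl in NbPR2 was subtracted from that in GFP for each replicate number, and the 6 differences were tested in the same way, with adjustment over 6 tests. Sequences that end in U without an A tail, in C or in G, and sequences without a tail were compared with ctrl in both mRNAs, with adjustment over 16 tests.

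In dataset 3, constructs were compared 3 against 3 by an exact two-sided permutation test of the difference of means. It has 20 arrangements, so the smallest p of this exact test is 0.1 and no pairwise comparison can pass 0.05. The effect of each motif was therefore also tested over the 12 libraries of the URT1D491/3A versions, with the labels of a motif permuted within the status of the other motif. This exact permutation test has 400 arrangements and a smallest p of 0.005, and it was adjusted over 8 tests. Same-numbered libraries of dataset 3 correlated at a mean r of 0.270 over 7 measures, and differently numbered ones at -0.113. Of the same-numbered pairs, 29 of 45 had an r over 0.1, and the replicate numbers were not used as pairs in the main tests. Replicate 1 stood apart, however. In its libraries, 28.5% to 39.1% of random tags differed by 1 base from another tag of the library. In replicates 2 and 3 this was 5.28% to 12.0%. The main tests thus leave differences between replicates in the spread. The study describes biological replicates as plants grown at separate times, and an alternative fixed beforehand tested the motif effects with labels swapped only within a replicate number. Dataset 3 was not pooled with the other datasets, since the sources used here do not state whether its samples share RNA with them.

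The measures, the tests and the alternatives were fixed before the data were examined, except for 4 alternatives named below, the comparison of M2 mutation within each M1 status, and the tests named in the closing section as chosen later. Both mRNAs and all constructs are reported. Of single tail lengths, the rule was to name only the most frequent length of each mean profile. The alternatives changed the minimum number of terminal U to 2, the denominator, the length windows, the threshold for long tails, the definition of A-rich tails, the mean to the median, the scale to log2, the test to an exact sign-flip permutation test, the pairing, and the set of libraries, with 1 dataset at a time in datasets 1 and 2 and 1 library left out at a time in dataset 3. Counting distinct random tags, which had also been fixed beforehand, changed nothing, since no tag was repeated. The alternatives chosen after the data had been seen were counting sequences of U without an A tail as uridylated, counting every sequence whose last nucleotide is U, giving each group of near-identical random tags a total weight of 1, and leaving out tags that also occur for the same mRNA in another library of the dataset. Tags are near-identical when they are linked by differences of 1 base.

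Values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plotted with Matplotlib 3.10.9. The computation was tested on simulated data: 2000 of 2000 simulated tails were described as they had been made, 100 of 100 planted tag copies were found, and 200 of 200 signed-rank p-values and 20 of 20 permutation p-values equalled those of SciPy.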

Results

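Poly(A) tails were read by 3′RACE-seq in 36 samples of *N. benthamiana* leaf patches. Each patch expressed a GFP reporter together with P19, a viral suppressor of RNA silencing. In ctrl patches no URT1 was added, and the other patches expressed either active URT1, which adds uridines to mRNA tails, or its catalytically inactive version URT1D491/3A. According to the paper, inactive versions reached higher protein levels than active URT1. Differences between URT1D491/3A and URT1 therefore need not come from the lost activity alone. Datasets 1 and 2 held 6 samples of each of these 3 constructs, with replicates 1 to 3 in dataset 1 and 4 to 6 in dataset 2. In each of these samples the GFP mRNA and the endogenous mRNA of pathogenesis-related protein 2, NbPR2 (Niben101Scf04869g03002.1), were sequenced. Dataset 3 held 3 samples of each of 6 constructs, with GFP only: ctrl, URT1, URT1D491/3A, and the versions m1URT1D491/3A, m2URT1D491/3A and m1m2URT1D491/3A, in which the M1 motif, the M2 motif or both are mutated. The number of sequences per library ran from 27162 to 323740. The 95% Wilson interval of the uridylation level of a single library reached at most 0.303 percentage points to either side, which covers counting error only.

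Whether ectopic URT1 changes the uridylation of the reporter was asked first. In ctrl, 3.16% ± 0.536 (SD, n = 6) of GFP sequences were uridylated. The level was 13.9% ± 1.44 (SD, n = 6) with URT1 and 7.22% ± 1.46 (SD, n = 6) with URT1D491/3A. URT1 exceeded ctrl by 10.7 percentage points in 6 of 6 pairs, and the excess was 10.1 in dataset 1 and 11.3 in dataset 2 (exact two-sided p = 0.03125, adjusted 0.03125). URT1D491/3A exceeded ctrl by 4.06 points in 6 of 6 pairs, with 3.05 in dataset 1 and 5.08 in dataset 2 (exact p = 0.03125, adjusted 0.03125). The level with URT1D491/3A was 6.64 points below that with URT1 in 6 of 6 pairs (exact p = 0.03125, adjusted 0.03125). The 3 constructs did not overlap: the libraries ran from 2.37% to 3.71% in ctrl, from 5.62% to 8.98% with URT1D491/3A and from 11.7% to 15.6% with URT1. The alternative that moved the difference between URT1 and ctrl most was a minimum of 2 terminal U, which gave 1.25 points. The difference between URT1D491/3A and ctrl moved most, to 8.24 points, when every sequence ending in U was counted.

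**Figure D1:**
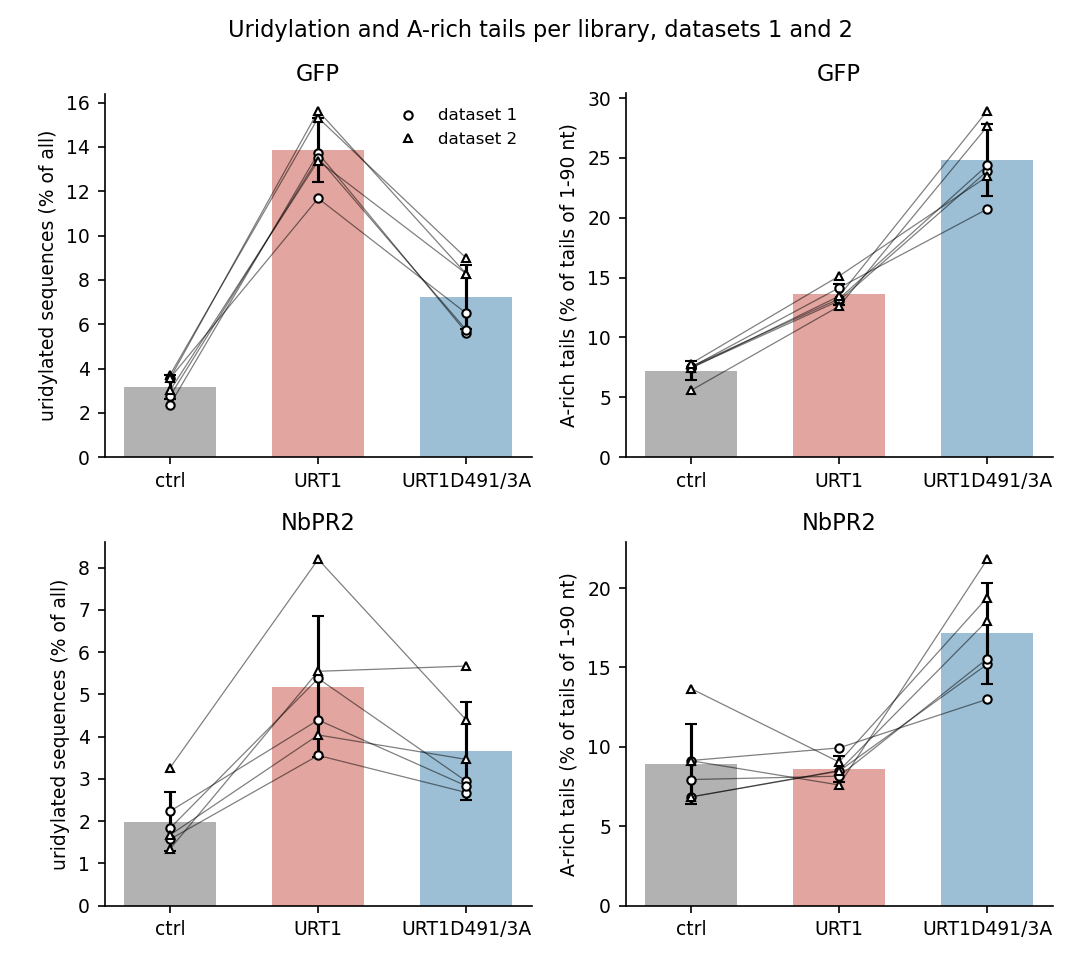
Uridylated sequences (percentage of all sequences) and A-rich tails (percentage of tails of 1 to 90 nt) per library for GFP and NbPR2 in ctrl, URT1 and URT1D491/3A, with bars for the mean of 6 libraries, error bars for the SD, circles for dataset 1, triangles for dataset 2 and lines between libraries of the same replicate number. For GFP, mean uridylation was 3.16%, 13.9% and 7.22% in the 3 constructs, and the mean A-rich share was 7.23%, 13.6% and 24.8%.

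Most uridylated GFP sequences ended in 1 U. The 1 U share was 83.3% ± 2.68 (SD, n = 6) in ctrl, 87.2% ± 1.73 (SD, n = 6) with URT1 and 80.1% ± 2.43 (SD, n = 6) with URT1D491/3A. URT1 lay 3.88 points above ctrl in 6 of 6 pairs, and URT1D491/3A lay 3.14 points below ctrl and 7.02 points below URT1 in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.03125). Sequences with 2 U made up 10.5%, 11.03% and 12.9% in ctrl, URT1 and URT1D491/3A, and those with 3 or more U made up 6.19%, 1.82% and 6.96%. With near-identical random tags counted once, the excess of URT1 over ctrl was 2.73 points and no longer passed 0.05. Without pairing, the difference between URT1D491/3A and ctrl no longer passed 0.05 either.

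The tails that carry the uridines were then compared by length. The uridylated oligo(A) share, tails of 10 to 25 nt, was 2.35% ± 0.471 (SD, n = 6) in ctrl, 2.64% ± 0.887 (SD, n = 6) with URT1 and 6.07% ± 1.34 (SD, n = 6) with URT1D491/3A. URT1D491/3A exceeded ctrl by 3.72 points and URT1 by 3.44 points, in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.0469). The difference between URT1 and ctrl was 0.284 points, with 3 of 6 pairs higher (exact p = 0.4375, adjusted 0.4375), and was within the spread between replicates. It depended on the window: for tails of 8 to 30 nt it was 0.930 points (exact p = 0.03125), and as a percentage of all sequences it was -0.0131 points (exact p = 1). The most frequent length of uridylated tails was 15 nt in ctrl, 39 nt with URT1 and 15 nt with URT1D491/3A. Among uridylated tails, those over 90 nt made up 2.76% ± 1.42 (SD, n = 6) in ctrl, 20.8% ± 8.87 (SD, n = 6) with URT1 and 1.46% ± 1.41 (SD, n = 6) with URT1D491/3A. URT1 exceeded ctrl by 18.1 points in 6 of 6 pairs, by 24.7 in dataset 1 and by 11.4 in dataset 2 (exact p = 0.03125, adjusted 0.03125). URT1D491/3A lay 1.29 points below ctrl in 6 of 6 pairs (exact p = 0.03125, adjusted 0.03125), a difference that did not pass 0.05 without pairing (exact permutation p = 0.149). With a limit of 60 nt in place of 90, the excess of URT1 over ctrl was 33.2 points.

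Non-uridylated GFP tails were compared next. Their most frequent length was 18 nt in ctrl, 41 nt with URT1 and 18 nt with URT1D491/3A. Tails of 16 to 20 nt made up 11.2% ± 1.42 (SD, n = 6) of tails in ctrl, 3.68% ± 0.627 (SD, n = 6) with URT1 and 11.3% ± 1.01 (SD, n = 6) with URT1D491/3A. The share with URT1 was 7.53 points below ctrl and 7.65 points below URT1D491/3A, in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.0469). The largest move came from a window of 10 to 25 nt, with which URT1 against ctrl gave -17.6 points. URT1D491/3A and ctrl differed by 0.121 points (4 of 6 pairs higher, exact p = 0.6875, adjusted 0.6875). The mean length was 37.8 nt ± 2.51 (SD, n = 6) in ctrl, 48.2 nt ± 1.83 (SD, n = 6) with URT1 and 34.2 nt ± 1.35 (SD, n = 6) with URT1D491/3A. URT1 exceeded ctrl by 10.4 nt in 6 of 6 pairs, by 13.2 in dataset 1 and by 7.47 in dataset 2 (exact p = 0.03125, adjusted 0.0469), and it exceeded URT1D491/3A by 13.97 nt in 6 of 6 pairs (exact p = 0.03125, adjusted 0.0469). Tails with URT1D491/3A were 3.61 nt shorter than in ctrl in 5 of 6 pairs (exact p = 0.0625, adjusted 0.0625). This difference passed 0.05 without pairing.

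Among non-uridylated GFP tails, those over 90 nt made up 10.4% ± 1.70 (SD, n = 6) in ctrl, 22.4% ± 8.73 (SD, n = 6) with URT1 and 7.23% ± 3.16 (SD, n = 6) with URT1D491/3A. URT1 exceeded ctrl by 11.95 points in 6 of 6 pairs, by 18.9 in dataset 1 and by 4.97 in dataset 2 (exact p = 0.03125, adjusted 0.0469). URT1D491/3A lay 15.1 points below URT1 in 6 of 6 pairs (exact p = 0.03125, adjusted 0.0469) and 3.20 points below ctrl in 5 of 6 pairs (exact p = 0.0625, adjusted 0.0625). With near-identical tags counted once, URT1 exceeded ctrl by 11.9 points and URT1D491/3A by 15.5 points, and neither difference passed 0.05.

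**Figure D2:**
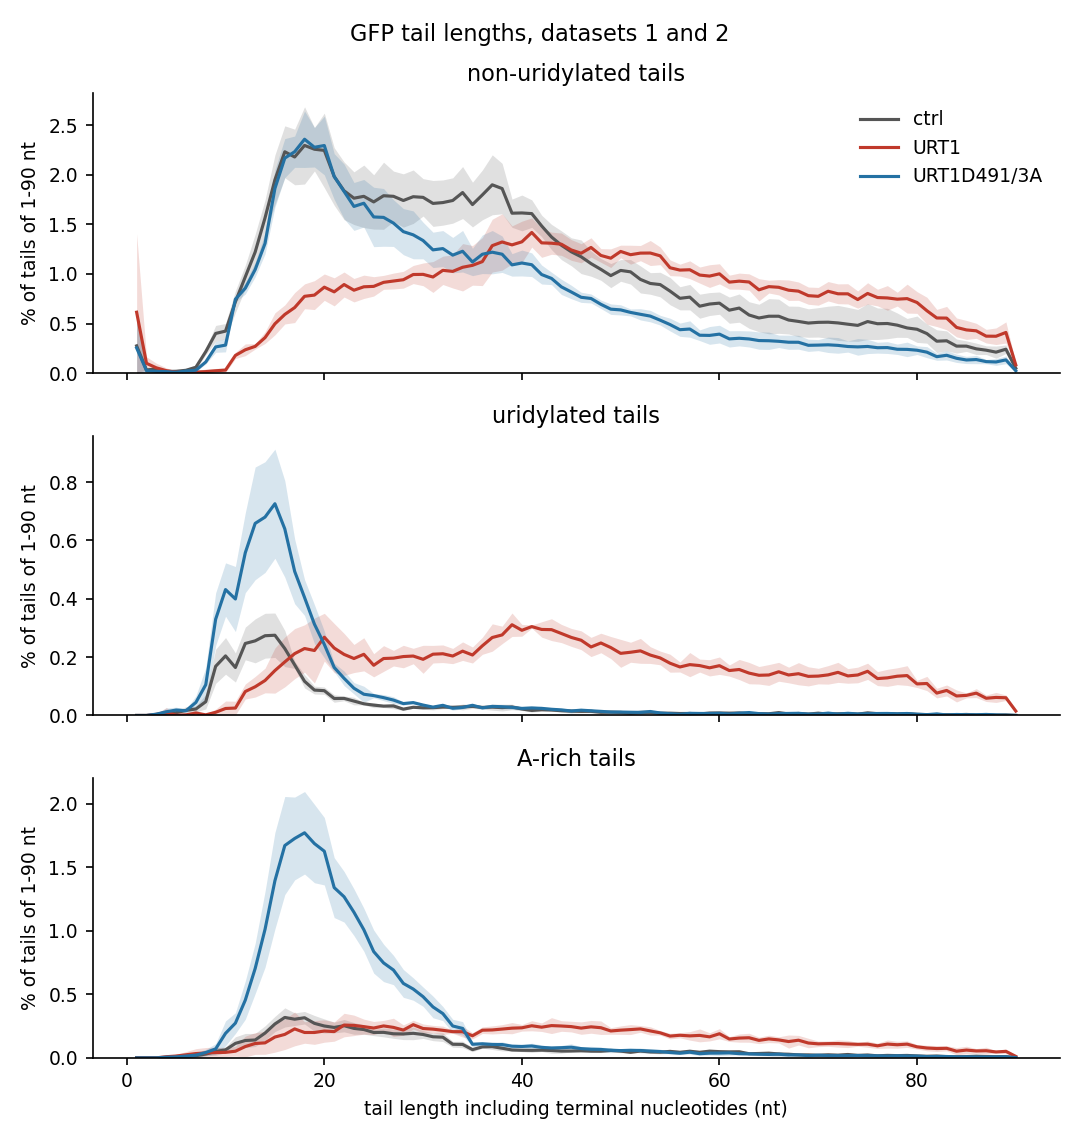
Mean length profiles of non-uridylated, uridylated and A-rich GFP tails in datasets 1 and 2, as a percentage of all tails of 1 to 90 nt against the tail length in nt, with bands of 1 SD over 6 libraries of ctrl, URT1 and URT1D491/3A. The profile of uridylated tails was highest at 15 nt in ctrl, 39 nt with URT1 and 15 nt with URT1D491/3A.

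A-rich tails, which hold other nucleotides among their A, made up 7.23% ± 0.822 (SD, n = 6) of GFP tails in ctrl, 13.6% ± 0.902 (SD, n = 6) with URT1 and 24.8% ± 2.98 (SD, n = 6) with URT1D491/3A. URT1D491/3A exceeded ctrl by 17.6 points, with 15.5 in dataset 1 and 19.7 in dataset 2, and URT1 exceeded ctrl by 6.38 points, with 5.96 and 6.79, in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.03125). URT1D491/3A exceeded URT1 by 11.2 points in 6 of 6 pairs (exact p = 0.03125, adjusted 0.03125). Requiring at least 2 internal nucleotides other than A moved these values most: to 8.95 points for URT1D491/3A against ctrl and to 2.36 for URT1 against ctrl. The most frequent length of A-rich tails was 16 nt in ctrl, 29 nt with URT1 and 18 nt with URT1D491/3A. The profile of A-rich tails dropped between neighbouring lengths, at a place chosen after the profile had been seen: tails of 34 nt and of 35 nt made up 0.232% and 0.107% of tails with URT1D491/3A, and 0.106% and 0.0646% in ctrl. Long tails were found by a separate rule, and it is not known whether they were classed as A-rich as readily as short ones. The first internal nucleotide was U in 2.44% of tails in ctrl, 7.65% with URT1 and 17.9% with URT1D491/3A. It was C in 1.98%, 2.08% and 2.50%, and G in 2.65%, 3.53% and 4.08%.

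NbPR2 was read in the same samples to compare an endogenous mRNA with the reporter. Its uridylation level was 1.99% ± 0.692 (SD, n = 6) in ctrl, 5.18% ± 1.66 (SD, n = 6) with URT1 and 3.66% ± 1.16 (SD, n = 6) with URT1D491/3A. URT1 exceeded ctrl by 3.20 points, with 2.56 in dataset 1 and 3.83 in dataset 2, and URT1D491/3A exceeded ctrl by 1.68 points, with 0.938 and 2.41, in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.0469). URT1D491/3A lay 1.52 points below URT1 in 5 of 6 pairs (exact p = 0.0625, adjusted 0.0625). With a minimum of 2 terminal U, the excess over ctrl was 0.295 points with URT1 and 0.216 with URT1D491/3A, and neither passed 0.05 after adjustment. The uridylated oligo(A) share was 1.45% ± 0.559 (SD, n = 6) in ctrl, 2.27% ± 0.872 (SD, n = 6) with URT1 and 2.96% ± 1.13 (SD, n = 6) with URT1D491/3A. The excess over ctrl was 0.820 points with URT1, which did not pass 0.05 without pairing, and 1.51 points with URT1D491/3A, in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.0469). The excess of URT1D491/3A over URT1, 0.693 points, appeared in 5 of 6 pairs (exact p = 0.09375, adjusted 0.0938). The A-rich share was 8.93% ± 2.54 (SD, n = 6) in ctrl, 8.62% ± 0.8003 (SD, n = 6) with URT1 and 17.2% ± 3.19 (SD, n = 6) with URT1D491/3A. URT1D491/3A exceeded ctrl by 8.22 points and URT1 by 8.53 points in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.0469), while URT1 and ctrl differed by 0.310 points (4 of 6 pairs higher with URT1 although its mean was lower, exact p = 0.84375, adjusted 0.844).

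Tail lengths of NbPR2 differed less. Non-uridylated tails of 16 to 20 nt made up 15.3% ± 3.43 (SD, n = 6) in ctrl, 11.1% ± 1.30 (SD, n = 6) with URT1 and 15.2% ± 3.79 (SD, n = 6) with URT1D491/3A, and URT1 was lower than ctrl in 5 of 6 pairs by 4.22 points (exact p = 0.0625, adjusted 0.141). The other 2 comparisons of this share gave exact p = 0.5625 for URT1D491/3A against ctrl (0.162 points lower, 4 of 6 pairs) and p = 0.09375 for URT1D491/3A against URT1 (4.06 points higher, 5 of 6 pairs), adjusted 0.5625 and 0.141. The mean length was 32.4 nt ± 3.32 (SD, n = 6) in ctrl, 34.2 nt ± 1.62 (SD, n = 6) with URT1 and 30.7 nt ± 3.48 (SD, n = 6) with URT1D491/3A. URT1 was 1.78 nt longer than ctrl in 5 of 6 pairs (exact p = 0.15625, adjusted 0.156), and URT1D491/3A was 1.77 nt shorter than ctrl and 3.55 nt shorter than URT1 in 5 of 6 pairs each (each exact p = 0.0625, adjusted 0.0938). Tails over 90 nt made up 0.510%, 0.871% and 0.343% of uridylated tails in ctrl, URT1 and URT1D491/3A. Here URT1 exceeded ctrl by 0.361 points and URT1D491/3A by 0.528 points in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.0469), but neither passed 0.05 with near-identical tags counted once, where the differences were 0.153 and 0.337 points. These shares rest on very few sequences: ctrl libraries held 415 to 1279 uridylated NbPR2 sequences, of which 0.156% to 0.947% were over 90 nt. URT1D491/3A and ctrl differed by 0.166 points (lower in 4 of 6 pairs, exact p = 0.3125, adjusted 0.3125), and with a limit of 60 nt this became 1.60 points and passed 0.05. With that limit URT1 exceeded ctrl by 2.98 points and URT1D491/3A by 4.57 points (each exact p = 0.03125, adjusted 0.03125). Among non-uridylated NbPR2 tails, those over 90 nt made up 1.31%, 0.969% and 0.927%, and exact p was 0.09375 for URT1 against ctrl (lower in 5 of 6 pairs by 0.346 points), 0.3125 for URT1D491/3A against ctrl (lower in 4 of 6 pairs by 0.388 points) and 0.84375 for URT1D491/3A against URT1 (lower in 3 of 6 pairs, by 0.0420 points on average), with adjusted values of 0.281, 0.469 and 0.844. The most frequent length was 18 nt, 20 nt and 20 nt for non-uridylated tails, 18 nt, 18 nt and 16 nt for uridylated tails, and 19 nt, 19 nt and 22 nt for A-rich tails. The 1 U share of NbPR2 was 92.2% ± 5.21 (SD, n = 6), 90.95% ± 4.70 (SD, n = 6) and 89.5% ± 1.37 (SD, n = 6), and the exact p-values were 1 for URT1 against ctrl (higher in 3 of 6 pairs, mean 1.28 points lower), 0.4375 for URT1D491/3A against ctrl (lower in 4 of 6 pairs by 2.71 points) and 0.3125 for URT1D491/3A against URT1 (lower in 5 of 6 pairs by 1.43 points), with adjusted values of 1, 0.656 and 0.656.

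Whether the constructs acted alike on both mRNAs was tested on log2 ratios to ctrl. For the uridylation level, the log2 ratio with URT1 was 2.14 in GFP and 1.39 in NbPR2, a difference of 0.75 ± 0.57 (SD, n = 6) in 6 of 6 pairs (exact p = 0.03125, adjusted 0.0625). This difference ran from 0.0012 in replicate 4 to 1.36 in replicate 2, it reversed to -0.038 with a minimum of 2 terminal U, and it was 0.67 within tails of 1 to 90 nt (exact p = 0.0625). With URT1D491/3A the ratios were 1.19 and 0.89 (difference 0.29, 5 of 6 pairs, exact p = 0.4375, adjusted 0.4375). For the A-rich share, the ratios with URT1 were 0.92 in GFP and -0.01 in NbPR2, and those with URT1D491/3A were 1.78 and 0.96. The differences were 0.93 ± 0.36 (SD, n = 6) and 0.82 ± 0.20 (SD, n = 6), in 6 of 6 pairs each (each exact p = 0.03125, adjusted 0.0625). For the uridylated oligo(A) share, the difference was -0.51 with URT1 (lower in GFP in 5 of 6 pairs, exact p = 0.0625, adjusted 0.0938) and 0.33 with URT1D491/3A (higher in GFP in 5 of 6 pairs, exact p = 0.4375, adjusted 0.4375). None of the 6 tests passed 0.05 after adjustment, and 3 passed before it. These 3 had the smallest p that 6 pairs give, and more tests at that p would have been needed to pass.

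Dataset 3 addressed whether the changes seen with URT1D491/3A need the M1 motif, which binds the decapping activator DCP5, or the M2 motif. GFP uridylation was 3.68% ± 0.290 (SD, n = 3) in ctrl, 11.7% ± 2.08 (SD, n = 3) with URT1 and 8.12% ± 1.05 (SD, n = 3) with URT1D491/3A. It was 5.42% ± 0.746 (SD, n = 3) with m1URT1D491/3A, 8.62% ± 0.694 (SD, n = 3) with m2URT1D491/3A and 4.67% ± 0.408 (SD, n = 3) with m1m2URT1D491/3A. All 5 constructs lay above ctrl without overlap of the libraries, at the smallest p that 3 against 3 libraries allow (exact permutation p = 0.1 each). The same held for m1URT1D491/3A and m1m2URT1D491/3A below URT1D491/3A (exact permutation p = 0.1 each), while m2URT1D491/3A overlapped with it (exact permutation p = 0.5). A minimum of 2 terminal U moved the difference between URT1 and ctrl most, from 8.03 to 0.839 points. The uridylated oligo(A) share was 2.81% ± 0.373 (SD, n = 3) in ctrl, 3.10% ± 0.278 (SD, n = 3) with URT1 and 6.98% ± 1.08 (SD, n = 3) with URT1D491/3A. It was 4.63% ± 0.879 (SD, n = 3) with m1URT1D491/3A, 7.52% ± 0.548 (SD, n = 3) with m2URT1D491/3A and 3.88% ± 0.461 (SD, n = 3) with m1m2URT1D491/3A. URT1 overlapped with ctrl in this share (exact permutation p = 0.4), and the other 4 constructs lay above ctrl (exact permutation p = 0.1 each). The A-rich share was 6.14% ± 0.843 (SD, n = 3) in ctrl, 10.3% ± 0.738 (SD, n = 3) with URT1 and 24.2% ± 3.88 (SD, n = 3) with URT1D491/3A. It was 7.51% ± 0.542 (SD, n = 3) with m1URT1D491/3A, 24.7% ± 2.34 (SD, n = 3) with m2URT1D491/3A and 7.08% ± 1.04 (SD, n = 3) with m1m2URT1D491/3A. URT1, URT1D491/3A and m2URT1D491/3A lay above ctrl without overlap (exact permutation p = 0.1 each), m1URT1D491/3A and m1m2URT1D491/3A lay below URT1D491/3A without overlap (exact permutation p = 0.1 each), and m2URT1D491/3A overlapped with URT1D491/3A (exact permutation p = 1). The constructs with a mutated M1 motif overlapped with ctrl (exact permutation p = 0.2 for m1URT1D491/3A and 0.3 for m1m2URT1D491/3A), although both lay above the ctrl library of the same replicate number in 3 of 3 pairs.

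**Figure D3:**
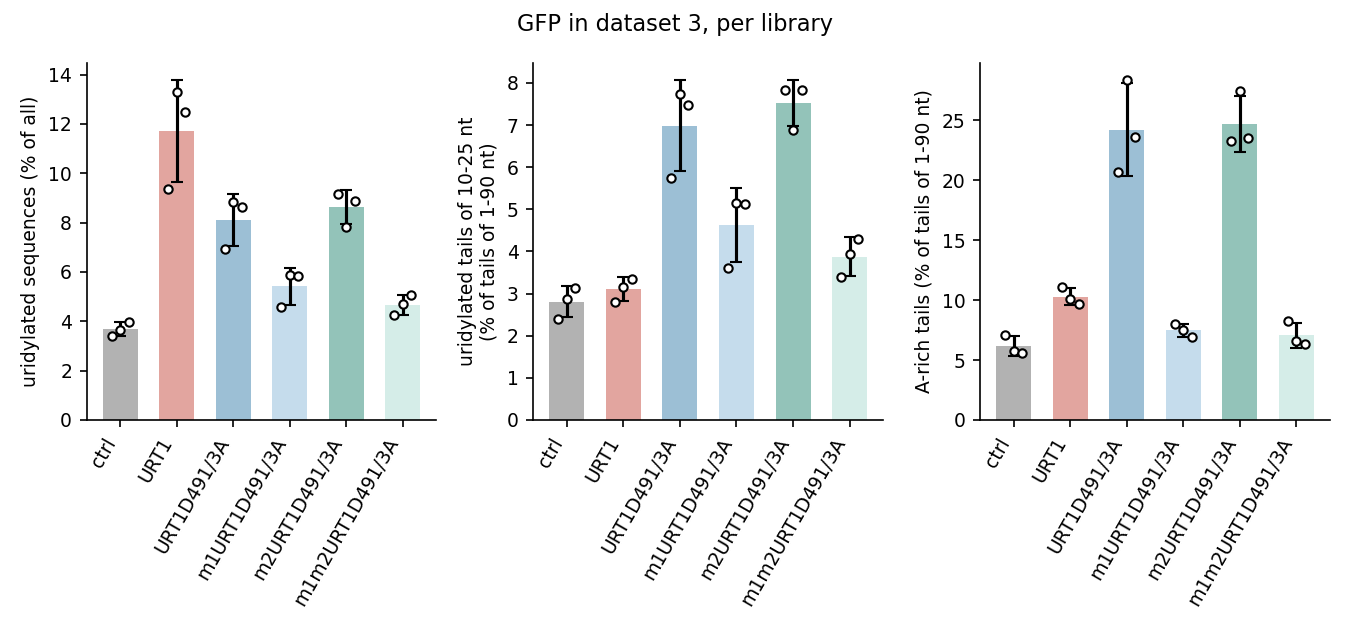
Uridylated sequences (percentage of all), uridylated tails of 10 to 25 nt and A-rich tails (percentages of tails of 1 to 90 nt) of GFP in the 6 constructs of dataset 3, with circles for libraries, bars for the mean of 3 and error bars for the SD. The mean A-rich share was 24.2% with URT1D491/3A, 7.51% with m1URT1D491/3A, 24.7% with m2URT1D491/3A and 7.08% with m1m2URT1D491/3A.

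Over the 12 libraries of the inactive protein, mutation of M1 lowered uridylation by 3.32 points, the uridylated oligo(A) share by 3.00 points and the A-rich share by 17.2 points (each exact permutation p = 0.005, adjusted 0.0133, the smallest p that 400 arrangements give). With M2 intact and with M2 mutated, uridylation decreased by 2.69 and 3.95 points, the uridylated oligo(A) share decreased by 2.35 and 3.64 points, and the A-rich share decreased by 16.7 and 17.7 points. When labels were swapped only between libraries of the same replicate number, the adjusted value of these 3 effects was 0.0625, from the smallest exact p of 0.03125 that 64 arrangements give. Counting every sequence that ends in U moved the effect on uridylation most, to -7.30 points. The share of non-uridylated tails of 16 to 20 nt was 2.35 points higher with M1 mutated (exact permutation p = 0.095, adjusted 0.19), and swapping labels only within replicate numbers gave this effect the same exact p of 0.03125 and adjusted 0.0625 as the other 3. Mutation of M2 moved uridylation by -0.123 points (exact permutation p = 0.795, adjusted 0.966), the uridylated oligo(A) share by -0.108 points (p = 0.845, adjusted 0.966), the A-rich share by 0.0388 points (p = 0.975, adjusted 0.975) and the 16 to 20 nt share by -1.08 points (p = 0.42, adjusted 0.672). The direction of the first 3 of these M2 effects changed when single libraries were left out. These averages cover effects of opposite sign: with M1 intact and with M1 mutated, M2 mutation moved uridylation by 0.505 and -0.751 points, the uridylated oligo(A) share by 0.536 and -0.752 points, the A-rich share by 0.501 and -0.423 points and the 16 to 20 nt share by 0.478 and -2.63 points. A comparison of each M1 status alone was chosen after these values had been seen. With M1 mutated, m1m2URT1D491/3A lay below m1URT1D491/3A in 3 of 3 same-numbered pairs for uridylation, the uridylated oligo(A) share and the 16 to 20 nt share, where the differences ran from -3.23 to -2.28 points, but the libraries overlapped in each of the 3 (exact permutation p = 0.3 each, and 0.25 within replicate numbers, the smallest that 3 pairs give). With M1 intact, the same-numbered pairs went both ways in all 4 measures. Whether the effect of M2 depends on M1 was not tested.

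The remaining measures of dataset 3 concerned tail lengths. Non-uridylated tails of 16 to 20 nt made up 13.7% ± 1.49 (SD, n = 3) in ctrl and 5.68% ± 1.73 (SD, n = 3) with URT1, without overlap (exact permutation p = 0.1), and 13.8%, 17.7%, 14.3% and 15.1% with URT1D491/3A, m1URT1D491/3A, m2URT1D491/3A and m1m2URT1D491/3A, each of which overlapped with ctrl. Their mean length was 34.5 nt ± 1.25 (SD, n = 3) in ctrl and 42.8 nt ± 1.75 (SD, n = 3) with URT1 (exact permutation p = 0.1), and 30.8, 31.6, 30.1 and 33.5 nt with the 4 inactive versions in the same order. Of these 4, only m2URT1D491/3A did not overlap with ctrl (exact permutation p = 0.1), although each of the 4 lay below the ctrl library of the same replicate number in 3 of 3 pairs. Tails over 90 nt made up 0.852% ± 0.0967 (SD, n = 3) of uridylated tails in ctrl and 7.54% ± 0.580 (SD, n = 3) with URT1, and 4.68% ± 0.178 (SD, n = 3) and 8.90% ± 1.52 (SD, n = 3) of non-uridylated tails (exact permutation p = 0.1 each). With the 4 inactive versions they made up 0.300%, 0.553%, 0.229% and 0.640% of uridylated tails and 2.63%, 3.47%, 2.41% and 4.01% of non-uridylated tails, all below the ctrl means. The 4 versions did not overlap with ctrl in non-uridylated tails (exact permutation p = 0.1 each). In uridylated tails this held for URT1D491/3A and m2URT1D491/3A (exact permutation p = 0.1 each) but not for m1URT1D491/3A and m1m2URT1D491/3A (exact permutation p = 0.3 and 0.2). Against URT1D491/3A, m1m2URT1D491/3A was higher without overlap by 0.340 points in uridylated and by 1.38 points in non-uridylated tails (exact permutation p = 0.1 each), while m1URT1D491/3A and m2URT1D491/3A overlapped with it in both. The most frequent length of non-uridylated tails was 19 nt in ctrl and 41 nt with URT1, and 19 nt with each of the 4 inactive versions. For uridylated tails it was 14 nt in ctrl and 19 nt with URT1, and it was 14 or 15 nt with the inactive versions. For A-rich tails it was 20 nt in ctrl, 25 nt with URT1, and 17, 17, 18 and 20 nt with the inactive versions.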

Values the study reported

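The study gave a mean uridylation level of 3.2% for GFP mRNAs in control patches. With ectopic URT1 it gave levels of up to 15%. It described uridylation in control patches as lying mostly on GFP mRNAs whose tails hold 10 to 25 A.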

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

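The tests on single libraries, the comparison of A-rich tails within 10 to 25 nt, the comparisons of uridylation within 26 to 50 nt and 51 to 90 nt, the tests of U without an A tail with URT1D491/3A and in dataset 3, and every value with near-identical random tags counted once or with tags found in 1 library only were chosen after the results had been seen. The other tests were written down before.

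In 48 groups of 6 libraries, made by construct, mRNA and measure in datasets 1 and 2, 8 groups held 1 library whose gap to the nearest other library took up more of the group's range than Dixon's 95% limit allows. Chance gives this in about 1 of 20 groups, which is 2.4 groups here. For GFP, the A-rich share of ctrl replicate 6 was 5.57%, against 7.42% to 7.81% in the others. With URT1D491/3A, replicate 3 had 4.19% of uridylated tails over 90 nt, against 0.355% to 1.47%, and 13.4% of non-uridylated tails over 90 nt, against 4.90% to 7.17%. For NbPR2, the A-rich share of ctrl replicate 5 was 13.7%, against 6.84% to 9.14%. Replicate 4 had a low 1 U share both with URT1 (81.8%, against 91.2% to 95.2%) and with URT1D491/3A (86.8%, against 89.6% to 90.7%), while in ctrl the same replicate number had the highest share of its group (98.3%, against 84.3% to 95.1%). With URT1D491/3A, replicate 6 had 2.03% of non-uridylated NbPR2 tails over 90 nt, against 0.585% to 0.909%, and a mean length of 37.6 nt, against 28.3 to 30.4 nt. The NbPR2 mean length of ctrl replicate 6 was also long, at 38.6 nt.

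Counting error does not reach these gaps in 6 of the 7 shares, where the smallest gap was 4.04 times the distance from the library's share to the end of its 95% Wilson interval. For the NbPR2 1 U share of URT1D491/3A replicate 4 the gap was 1.77 times that distance, so counting error cannot be told apart from a real difference there, because 1845 uridylated sequences set the precision. Several sequences per RNA molecule would bring a library back to the others when near-identical tags are counted once. All 8 stayed far by the same limit, at 5.27% for the A-rich share of GFP in ctrl replicate 6, 4.67% and 14.02% for GFP tails over 90 nt in URT1D491/3A replicate 3, 13.4% for the A-rich share of NbPR2 in ctrl replicate 5, 84.0% and 86.6% for the 1 U share of replicate 4, and 2.43% and 39.5 nt for URT1D491/3A replicate 6. With tags found in 1 library only, 8 of 8 were still far, which argues against sequences assigned to the wrong library. A sample labelled with the wrong construct would make the constructs' ranges of GFP uridylation overlap. These ranges were separated by at least 1.91 percentage points, so no such exchange was seen. An exchange of NbPR2 amplicons alone, or of replicate numbers within a construct, would not be seen in this way. Unequal amplification of long tails in single libraries, and differences between plants or patches of the same construct, were not tested and stay open, as may be chance in about 2.4 of the groups.

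The effects of the constructs on GFP and NbPR2, as log2 ratios to ctrl, differed before correction in 3 of 6 tests, which covered 3 measures with either construct: by 0.75 for uridylation with URT1, by 0.93 for the A-rich share with URT1 and by 0.82 for the A-rich share with URT1D491/3A. Each was higher for GFP in 6 of 6 pairs (exact two-sided p = 0.03125 each), and each failed the correction over 6 tests (adjusted 0.0625). Several sequences per RNA molecule do not account for them, as counting near-identical tags once left 0.94, 0.92 and 0.91, all with 6 of 6 pairs. For the A-rich share, a difference in tail length between the mRNAs is argued against by tails of 10 to 25 nt alone, which gave 0.95 with URT1 and 0.72 with URT1D491/3A, higher for GFP in 6 of 6 pairs. For uridylation with URT1, a difference in tail length as the whole cause is argued against by tails of 26 to 50 nt and of 51 to 90 nt, in which the difference was 1.35 ± 0.54 and 1.38 ± 0.39 (SD, n = 6), higher for GFP in 6 of 6 pairs each (exact p = 0.03125 each). Within tails of 10 to 25 nt it was 0.46 ± 0.64 (SD, n = 6), with 5 of 6 pairs higher (exact p = 0.15625), so in these short tails a difference between the mRNAs was not shown and length cannot be told apart from it. These uridylated shares by length leave A-rich tails out of the denominator. Over all lengths, the uridylation difference was small in replicates 1 and 4 (0.16 and 0.0012) and came to -0.028 in replicate 4 with tags found in 1 library only. A candidate explanation for the A-rich differences is that the reporter, which comes from an introduced gene, and the endogenous mRNA respond differently, but both also differ in primers and 3′ sequence, and no test separated these.

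Among sequences outside the main measures, GFP sequences that end in U without an A tail were more frequent with URT1 by 0.187 percentage points (0.217% against 0.0307% in ctrl) and with URT1D491/3A by 0.105 points (0.135%), in 6 of 6 pairs each (exact p = 0.03125, adjusted over 16 tests 0.167). GFP tails that end in G were more frequent with URT1D491/3A by 0.0838 points (0.718% against 0.634%), also in 6 of 6 pairs (exact p = 0.03125, adjusted 0.167), and with URT1 by 0.0762 points (0.711%) in 5 of 6 pairs (exact p = 0.0625, adjusted 0.25), and tails that end in C were more frequent in 4 of 6 pairs with either construct. All of these fail the correction. With 6 pairs the smallest p of the signed-rank test is 0.03125, which passes over 16 tests only if most of them reach it. The failure therefore says little about the differences. For NbPR2, sequences of U without an A tail were too rare to give a direction, at 0.000828% with URT1, 0% with URT1D491/3A and 0.00434% in ctrl. In 3 of 6 pairs both libraries were at 0, and of the other 3, URT1 was higher in 1 and URT1D491/3A in 0 (exact p = 0.75 and 0.25, where 0.25 is the smallest that 3 pairs give). NbPR2 tails that end in G or C were more frequent in 3 or 4 of 6 pairs (smallest exact p = 0.21875). Sequences without any tail made up 0.431% of GFP sequences in ctrl, 0.764% with URT1 (higher in 5 of 6 pairs, exact p = 0.09375, adjusted 0.3) and 0.377% with URT1D491/3A (higher in 2 of 6 pairs, exact p = 0.15625, adjusted 0.417), and at most 0.0947% of NbPR2 sequences in the mean of a construct.

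For GFP sequences of U without an A tail with URT1, counting near-identical tags once left an excess of 0.160 points in 6 of 6 pairs, which argues against several sequences per molecule as the whole cause. A constant rate of misread or genome-encoded U would keep the same share among GFP sequences without an A tail. In datasets 1 and 2 that share was 17.0 points higher with URT1 in 5 of 6 pairs (exact p = 0.0625) and 18.2 points higher with URT1D491/3A in 6 of 6 pairs (exact p = 0.03125). In dataset 3 it was 31.8% ± 0.370 (SD, n = 3) with URT1 and 24.8% ± 3.63 (SD, n = 3) with URT1D491/3A, against 6.71% ± 3.07 (SD, n = 3) in ctrl. These excesses of 25.1 and 18.1 points came without overlap (exact permutation p = 0.1 each, the smallest possible), which argues against a constant rate as the whole cause. An encoded U that varies with the position of the 3′ end stays open, since positions were not used. Uridylation of RNAs that have lost their A tail may contribute. No separate test was made for the sequences that end in G.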

How the results depend on the processing

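The alternatives with near-identical random tags counted once, with tags found in 1 library only, with U counted without an A tail and with every sequence ending in U were chosen after the data had been seen. Over 118 results, 1154 alternative values were computed. Of these, 1083 kept their direction and, where they had a test, their side of the 0.05 threshold, 48 reversed, 17 no longer passed the threshold and 6 newly passed it. Of the 48 that reversed, 31 came from leaving out a library of dataset 3. The threshold applies to adjusted p-values, except for the log2 differences between GFP and NbPR2, where it was applied to unadjusted ones. None of those differences passed after adjustment. Dataset 1 alone and dataset 2 alone were compared by direction and not tested, since 3 against 3 libraries give an exact permutation p of at least 0.1, and for the same reason in dataset 3 no pairwise comparison could pass the threshold. The excess of URT1 over ctrl in GFP uridylation kept its direction and passed the threshold under the alternatives with a test, from 1.25 to 13.8 points, as did that of URT1D491/3A over ctrl, from 0.918 to 8.24 points, and the GFP A-rich share, from 2.36 points with URT1 and from 8.95 points with URT1D491/3A. The cause of the changes below was not tested, except where the construction of an alternative shows it.

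With a minimum of 2 terminal U, which leaves fewer sequences, 3 uridylation differences no longer passed the threshold: URT1D491/3A against URT1 in GFP (-0.334 points), and in NbPR2 URT1 (0.295) and URT1D491/3A (0.216) against ctrl. The GFP minus NbPR2 log2 difference reversed to -0.038 with URT1 and to -0.20 with URT1D491/3A, and the M2 effect on uridylation to 0.0766 points. The difference in the GFP uridylated oligo(A) share between URT1 and ctrl reversed to -0.0131 points over all sequences and newly passed the threshold for tails of 8 to 30 nt (0.930) and for 10 to 25 A counted without the U (0.745). With a window of 10 to 25 nt in place of 16 to 20 nt, 3 non-uridylated shares reversed: URT1D491/3A against ctrl in datasets 1 and 2 (-0.943 points) and in dataset 3 (-1.57), and m2URT1D491/3A against ctrl in dataset 3 (-0.672). With tails over 60 nt, URT1D491/3A against ctrl newly passed for uridylated NbPR2 tails (-1.60 points). Within tails of 1 to 90 nt, the GFP minus NbPR2 log2 difference in uridylation with URT1 no longer passed 0.05 before adjustment (0.67). With 1 dataset alone, 4 differences reversed, none of which had passed the threshold: in dataset 1 the 16 to 20 nt share of URT1D491/3A against ctrl in GFP (-0.571 points) and in NbPR2 (0.823) and the NbPR2 A-rich share of URT1 against ctrl (0.877), and in dataset 2 non-uridylated NbPR2 tails over 90 nt of URT1D491/3A against URT1 (0.226).

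Without pairing, values stay and only the test changes. The threshold was no longer passed by GFP uridylated tails over 90 nt, URT1D491/3A against ctrl (-1.29 points), the GFP 1 U share, URT1D491/3A against ctrl (-3.14), the NbPR2 uridylated oligo(A) share, URT1 against ctrl (0.820), and NbPR2 uridylated tails over 90 nt, URT1 against ctrl (0.361). It was newly passed by the GFP mean length, URT1D491/3A against ctrl (-3.61 nt), and, before adjustment, by the GFP minus NbPR2 log2 difference of the uridylated oligo(A) share with URT1 (-0.51). In dataset 3, swapping labels only within replicate numbers left the M1 effects at -3.32 points for uridylation, -2.998 for the uridylated oligo(A) share and -17.2 for the A-rich share, and none passed the threshold, because 64 arrangements cannot give a smaller adjusted value than 0.0625 here.

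With near-identical tags counted once, GFP non-uridylated tails over 90 nt no longer passed for URT1 against ctrl (11.9 points) and URT1D491/3A against URT1 (-15.5), nor did the GFP 1 U share, URT1 against ctrl (2.73), nor NbPR2 uridylated tails over 90 nt for URT1 against ctrl (0.153) and URT1D491/3A against URT1 (-0.337). NbPR2 uridylation newly passed for URT1D491/3A against URT1 (-1.45). Near 0, 4 values reversed: the NbPR2 16 to 20 nt share, URT1D491/3A against ctrl (0.391), NbPR2 non-uridylated tails over 90 nt, URT1D491/3A against URT1 (0.0857), the NbPR2 A-rich share, URT1 against ctrl (0.0295), and the M2 effect on the A-rich share (-0.0630). The M2 effect on the A-rich share also reversed as log2 (-0.027) and for tails of at least 10 nt with at least 80% A (-0.102). With tags found in 1 library only, the GFP minus NbPR2 log2 difference in uridylation with URT1 no longer passed before adjustment (0.74), because replicate 4 changed sign.

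Leaving out 1 library of dataset 3 kept all M1 effects on uridylation, the uridylated oligo(A) share and the A-rich share past the threshold. It reversed 14 of 96 motif effects and 17 of 336 pairwise differences, all of them small. The M2 effect on uridylation ran from -0.424 to 0.0737 points and reversed without URT1D491/3A replicate 2 (0.0538) or 3 (0.000438) or m2URT1D491/3A replicate 2 (0.0737). That on the uridylated oligo(A) share ran from -0.417 to 0.0790 and reversed without URT1D491/3A replicate 2 (0.0790) or 3 (0.0150), m1URT1D491/3A replicate 2 (0.0238) or 3 (0.0142), m2URT1D491/3A replicate 2 (0.0504) or m1m2URT1D491/3A replicate 1 (0.0151). That on the A-rich share ran from -0.850 to 1.07 and reversed without URT1D491/3A replicate 1 (-0.850) or 3 (-0.107), m1URT1D491/3A replicate 3 (-0.0965), m2URT1D491/3A replicate 2 (-0.634) or m1m2URT1D491/3A replicate 1 (-0.260).

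Of these 17 pairwise reversals, 8 arose without URT1D491/3A replicate 1. Such a comparison keeps replicate 1 of the other construct, so a difference between replicates can enter it. Against URT1D491/3A, m2URT1D491/3A then changed sign in uridylation (range -0.0975 to 0.899, -0.0975 without it), the uridylated oligo(A) share (-0.0829 to 0.910, -0.0829 without it), uridylated tails over 90 nt (-0.128 to 0.00176, 0.00176 without it), non-uridylated tails over 90 nt (-0.597 to 0.210, 0.210 without it) and the mean length (-1.70 to 0.985 nt, 0.985 without it). The A-rich share in this comparison ran from -1.28 to 2.57 and reversed without URT1D491/3A replicate 1 (-1.28) or m2URT1D491/3A replicate 2 (-0.846). The mean length of m1URT1D491/3A against URT1D491/3A ran from -0.542 to 2.55 nt and reversed without m1URT1D491/3A replicate 1 (-0.542) or URT1D491/3A replicate 2 (-0.143). In the 16 to 20 nt share, m1m2URT1D491/3A against URT1D491/3A ran from -0.230 to 2.50 and reversed without URT1D491/3A replicate 1 (-0.230). In the same share, m2URT1D491/3A against URT1D491/3A ran from -1.02 to 1.44 and reversed without URT1D491/3A replicate 1 (-1.02) or m2URT1D491/3A replicate 3 (-0.212). URT1D491/3A against ctrl ran from -0.797 to 1.66 and reversed without URT1D491/3A replicate 2 (-0.381) or 3 (-0.797) or ctrl replicate 1 (-0.579), and m2URT1D491/3A against ctrl ran from -0.101 to 1.49 and reversed without ctrl replicate 1 (-0.101) or m2URT1D491/3A replicate 3 (-0.0501).

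The alternatives that keep or drop 3′ ends by their distance from the main polyadenylation site were not run, as positions were not used here. Counting distinct random tags gave no value of its own, because no tag was repeated. Depth limits the uridylation level of a library by up to 0.303 points to either side over all datasets (URT1 replicate 2 of dataset 1). Among the inactive versions of dataset 3 this limit reached 0.166 points. It holds for a single library and cannot be compared with the M2 effect on uridylation (-0.123), a difference between means of several libraries. The counting error of that effect was not computed. For the other shares the limit of a library was not computed here.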

Other observations

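The tests on the nucleotides that interrupt A-rich tails, on the A stretch before C and before G separately, on near-identical random tags and on tags shared between libraries were chosen after the results had been seen. The other tests were written down before.

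A-rich GFP tails were more frequent with URT1D491/3A and with URT1 than in ctrl. Sequencing or amplification errors within A stretches would raise tails interrupted by U, C and G alike. In tails with URT1D491/3A, those whose first internal nucleotide is U rose by 2.87 on the log2 scale over ctrl, and those with C or G by 0.51, a gap of 2.36 ± 0.25 (SD, n = 6) in 6 of 6 pairs. The gap with URT1 was 1.37 ± 0.19 (SD, n = 6). A change of tail length as the whole cause is argued against by the excess that remained at the tail lengths of ctrl, 12.4 percentage points with URT1D491/3A and 7.69 with URT1, in 6 of 6 pairs each. Counting near-identical tags once left an excess of 16.5 points with URT1D491/3A. One hypothesis is that adenosines are added after the uridines of uridylated oligo(A) tails. The A stretch before an internal U should then resemble that of uridylated tails more than the A stretch before an internal C or G does. With URT1D491/3A it was 12.1 nt before U, 12.1 nt before C or G and 13.9 nt in uridylated tails, and the distances differed by -0.000386 nt, with U nearer in 3 of 6 libraries. This average decides nothing, since C and G went opposite ways: the A stretch was 10.8 nt before C, with U nearer in 6 of 6 libraries, and 12.7 nt before G, with U nearer in 0 of 6. The hypothesis stays open, also because only tails of up to 30 nt were compared, which leaves out a U followed by many A, and the weight of that limit was not tested. With URT1 the A stretch was 17.6 nt before U, 14.4 nt before C or G and 20.2 nt in uridylated tails, and U was nearer than either C or G in 6 of 6 libraries. Incorporation of U during the synthesis of the A tail may equally place U inside it and was not tested. The drop of the A-rich profile between 34 and 35 nt, to 0.107% from 0.232% of tails with URT1D491/3A, was also present with URT1 (0.174% from 0.205%) and in ctrl. Long tails were found by a separate rule, and it is not known whether they were classed as A-rich as readily as short ones, so the A-rich share may miss long tails. The cause of the drop was not tested.

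On the log2 scale, URT1 raised the uridylated share of GFP tails more at greater lengths. This share was taken among uridylated and non-uridylated tails of a length range, without A-rich tails. The log2 ratio to ctrl was 1.41 ± 0.15 (SD, n = 6) for tails of 10 to 25 nt, 3.58 ± 0.12 (SD, n = 6) for 26 to 50 nt and 3.76 ± 0.29 (SD, n = 6) for 51 to 90 nt. If URT1 had multiplied the uridylated share by the same factor at all lengths, the first and the last value would be equal. They differed by 2.35 ± 0.38 (SD, n = 6) in 6 of 6 pairs. With URT1D491/3A the ratios were 1.23, 0.80 and 0.78. Among GFP tails of 10 to 25 nt, A-rich tails made up 29.2% to 40.2% with URT1D491/3A and 8.92% to 13.1% in ctrl. The ratio of 1.23 would therefore be lower over all tails of that length, which was not computed. For NbPR2 the ratios were 0.95, 2.23 and 2.38 with URT1 and 0.98, 0.78 and 0.35 with URT1D491/3A. These ratios depend on the ctrl share, which was low in long GFP tails. For 10 to 25 nt, GFP libraries ran from 5.99% to 10.2% uridylated in ctrl and from 15.8% to 26.3% with URT1. For 51 to 90 nt, they ran from 0.832% to 1.20% in ctrl and from 11.5% to 16.8% with URT1. In percentage points, the rise was larger for 10 to 25 nt in replicates 1, 3 and 5 and for 51 to 90 nt in replicates 2, 4 and 6. It was thus not larger at greater lengths throughout. An equal rise in points was not tested and stays open. Uridylated short tails may also be lost faster than long ones, or URT1 may act more on long tails. The difference of 2.35 does not separate these from an equal rise in points.

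Random tags that differ by 1 base from another tag of the same library were frequent. They made up 5.28% to 46.9% of the tags of a library and mRNA, and the excess over tags with shuffled positions was 25.2 percentage points on average, in every library, so chance does not account for them. Tails of neighbouring tags were within 1 nt of each other in length more often than random pairs of the same library, by 24.6 points on average and in every library. This is consistent with errors in copies of 1 tagged molecule, which exact collapsing of tags leaves in place. Between 58.1% and 97.2% of sequences remained as separate groups when near-identical tags were merged. Only 17.2% to 50.5% of neighbouring tags had tails within 1 nt of each other, and the largest merged group held 1538 tags. Merging may therefore also join sequences of different molecules.

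Some random tags were found for the same mRNA in more than 1 library of a dataset. They made up 1.58% to 2.04% of GFP tags in dataset 1, 1.10% to 1.84% in dataset 2 and 2.39% to 7.61% in dataset 3, and 4.88% to 7.04% and 3.11% to 5.72% of NbPR2 tags in datasets 1 and 2. Random draws would give at most 0.316%. The excess was 3.42 percentage points on average, and the ratio to random draws was at least 7.69 within a dataset and at most 6.02 between datasets, so chance or an uneven base composition of the tags does not account for it. Of the pairs with the same tag in different libraries, only 16.0% to 35.3% had tails within 1 nt of each other. This was still more often than for sequences paired anew, by 16.7 points on average and in every library. This is consistent with sequences assigned or carried over from one library to another. Such an exchange may draw the constructs of a dataset slightly together, but leaving these tags out changed no call after adjustment. Before adjustment it changed that of the uridylation difference between GFP and NbPR2 with URT1 (0.74).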
